# A Novel Kinase Inhibitor AX-0085 Inhibits Interferon-γ-Mediated Induction of PD-L1 Expression and Promotes Immune Reaction to Lung Adenocarcinoma Cells

**DOI:** 10.3390/cells11010019

**Published:** 2021-12-22

**Authors:** Jusong Kim, Haeyeon Jang, Gyu Jin Lee, Yelim Hur, Juhee Keum, Jung Ki Jo, Si-Eun Yun, Sung Jun Park, Young Jun Park, Myeong Jun Choi, Kye-Seong Kim, Jaesang Kim

**Keywords:** AX-0085, PD-L1, immune checkpoint, cancer immunotherapy, lung adenocarcinoma

## Abstract

In this study, we describe a novel kinase inhibitor AX-0085 which can suppress the induction of PD-L1 expression by Interferon-γ (IFN-γ) in lung adenocarcinoma (LUAD) cells. AX-0085 effectively blocks JAK2/STAT1 signaling initiated by IFN-γ treatment and prevents nuclear localization of STAT1. Importantly, we demonstrate that AX-0085 reverses the IFN-γ-mediated repression of T cell activation in vitro and enhances the anti-tumor activity of anti-PD-1 antibody in vivo when used in combination. Finally, transcriptomic analyses indicated that AX-0085 is highly specific in targeting the IFN-γ-pathway, thereby raising the possibility of applying this reagent in combination therapy with checkpoint inhibitor antibodies. It may be particularly relevant in cases in which PD-L1-mediated T cell exhaustion leads to immunoevasive phenotypes.

## 1. Introduction

Cancer immunotherapy, in particular via immune checkpoint inhibition, currently represents the most promising therapeutic intervention against multiple types of cancer, including lung cancer, one of the top-ranked cancers in incidence as well as in mortality [1,2,3,4]. Significant improvements in the response rates and/or 5-year overall survival rates compared to traditional chemotherapy have been reported for multiple checkpoint inhibitors targeting CTLA4, PD-1 or PD-L1 [1,5,6,7,8,9]. Unfortunately, the majority of patients do not benefit at all from immune checkpoint blockade indicating an innate resistance mechanism at work [10]. In addition, a significant proportion of patients showing initial response ultimately acquires secondary resistance and succumbs to the disease [11]. The success rate in terms of long-term disease-free survival is still around 30% for non-small cell lung carcinoma, the major subtype accounting for over 85% of LUAD.

Identifying the diverse factors that affect the immune-evasive behaviors of tumor cells and predicting the ultimate outcome of a given immunotherapy are major topics of current investigations. The primary driver mutation, overall tumor mutational burden and tumor microenvironment all seem to be important factors, and efforts to target contributing elements, such as combining mutation-specific targeted therapy with immune checkpoint inhibition, are underway [2,12]. An important interaction between immune cells and tumor cells is mediated by IFN-γ-signaling [13]. This pleiotropic cytokine has been known to act in both ‘anti-tumor’ and ‘pro-tumor’ manners, depending on the types of cancer and contexts of interaction with immune cells [13]. In terms of its tumor-promoting activity, the best-known mechanism involves promotion of expression of immune checkpoint genes, including *PD-L1*. The interaction between PD-L1 and PD-1 expressed, respectively, in tumor cells and in immune cells constitutes the essence of immune checkpoint blockade response [3]. Specifically, the interaction between the two molecules induces T cell exhaustion and inhibits T cell activation required for effective targeting of tumor cells [14,15,16]. Perhaps not surprisingly, monoclonal antibodies targeting PD-1 or PD-L1 are the major tools of immune checkpoint inhibition [1,3]. 

Given the limited success rates, efforts to improve the success of immunotherapy by combining with other treatment modalities have been made extensively [17,18]. One strategy would be to identify chemical reagents to augment the antibody-based therapeutics and abrogate immune checkpoint blockade. Here, we describe the activity of a novel kinase inhibitor AX-0085 which blocks the IFN-γ-induced activation of JAK2/STAT1 pathway and up-regulation of *PD-L1*. We provide evidence in vitro and in vivo that AX-0085 represents a potential therapeutic reagent that can enhance the anti-tumor efficacy of antibody treatments.

## 2. Materials and Methods

### 2.1. Derivation of AX-0085

Multiple derivatives of N-(4-methyl-3-(8-methyl-7-oxo-2-(phenylamino)-7,8-dihydropyrido[2,3-d]pyrimidin-6-yl)phenyl)-3-(trifluoromethyl)benzamide, a type-2 kinase inhibitor interacting with the DFG-out conformation of the spleen tyrosine kinase (Syk) have been synthesized and screened by luciferase assay [19]. Further details on the molecular structure and synthesis of the tested derivatives are available upon request. The promoter region of human PD-L1 (−838 to +114) was inserted between KpnI and XhoI sites of pGL4.14-[luc2/Hygro] vector (Promega, Madison, WI, USA). After transient transfection of reporter plasmids to A549 cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), cells were treated with IFN-γ (20 ng/mL) and varying concentrations (0, 0.1, 0.5, and 1.0 μM) of inhibitors. After 24 h, cells were harvested, and luciferase activity was measured using the Luciferase Assay System (Promega).

### 2.2. Cell Culture and Reagents

Human non-small cell lung cancer cell lines A549, HCC827, H226, H358, H460, and H1975 and murine Lewis lung carcinoma cells were purchased from the American Type Culture Collection (ATCC; Manassas, VA, USA). Cells were typically cultured in RPMI-1640 (WELGENE, Gyeongsan, Korea) supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA, USA) and 1% penicillin/streptomycin (Gibco) in humidified incubators at 37 °C with 5% CO_2_. Recombinant human IFN-γ protein (R&D systems, Minneapolis, MN, USA) was applied at 20 ng/mL, unless indicated otherwise.

### 2.3. Quantitative Real Time PCR

Total RNA from cells was extracted using TRIzol^®^ Reagent (Ambion, Austin, TX, USA), and cDNA was synthesized from 1 µg of total RNA using ImProm-II™ reverse transcriptase (Promega) according to the manufacturers’ protocols. Approximately 10 ng of cDNA was subjected to PCR amplification using SYBR Select Master Mix (Applied Biosystems, Waltham, MA, USA) or KAPR Probe Fast qPCR master mix (KAPA Biosystems, Wilmington, MA, USA) on a CFX96 Real-time PCR detection system (Bio-Rad, Hercules, CA, USA) or Applied Biosystems7300 Real-Time PCR System (Applied Biosystems). The following genes with oligonucleotide primer sequences in parentheses are amplified by PCR: human *PD-L1* (Forward:5′-CCTACTGGCATTTGCTGAACGCAT-3′, Reverse: 5′-ACCATAGCTGATCATGCAGCGGTA-3′); human *ACTB* (Forward 5′- ACAGAGCCTCGCCTTTGC-3, Reverse: 5′- GAAGCCGGCCTTGCACA-3′); human *HPRT1* (Forward: 5′- ACACTGGCAAAACAATGCAG-3′, Reverse: 5′-GTGGGGTCCTTTTCACCAG-3′); human *RPL13A* (5′-GCGGCTGCCGAAGATGG-3′, Reverse: 5′-GGCCCAGCAGTACCTGTT-3′); mouse *PD-L1* (Forward: 5′-GCATTATATTCACAGCCTGC, 3′-CCCTTCAAAAGCTGGTCCTT-3′); mouse *18s ribosomal RNA* (*18s*) (Forward: 5-AGGAATTGACGGAAGGGCACC-3′, Reverse: 5′-GTGCAGCCCCGGACATCTAAG-3′).

### 2.4. Immunoblotting Assay

Cells were lysed with cold RIPA buffer (50 mM Tris-Cl, PH 8.0, 2 mM EDTA, 150 mM NaCl, 1% NP-40, 0.5% Na-Deoxycholate, 0.1% SDS, and 10 mM NaF) supplemented with a mixture of protease inhibitors (Sigma, St. Louis, MO, USA; P8340) and phosphatase inhibitors (Sigma; P5726). The concentration of total protein was measured using BCA protein assay kit (Thermo Scientific Pierce, Rockford, IL, USA). Proteins were resolved by SDS-PAGE and electrotransferred to a PVDF membrane. Primary antibodies used in immunoblot analyses are as follows: anti-hPD-L1 (Abcam, Cambridge, MA, USA; ab205921), anti-Jak2 (Cell Signaling Technology, Beverly, MA, USA; 3230), anti-phospho-Jak2(Cell Signaling Technology; 3771), anti-Stat1 (Cell Signaling Technology; 9172), anti-phospho-Stat1 (Cell Signaling Technology; 9167), anti-mouse PD-L1 (R&D systems; AF1019), anti-β-actin (Santa Cruz Biotechnology, Dallas, TX, USA; sc-47778), and anti-α-tubulin (Sigma; SAB3501072). After applying appropriate secondary antibodies, proteins were detected by enhanced chemiluminescence detection kit (AbClon, Seoul, Korea) and ChemiDoc™ Imaging system (Bio-Rad). Densitometric analyses of immunoblotting results were carried out using ImageJ software (v. 1.8.0). Raw data are provided in Supplementary File S1.

### 2.5. Immunofluorescence Assay

Cells were seeded on four-well slides for 24 h and pre-treated with AX-0085 (0.5 μM) for 2 h before treatment with IFN-γ for an hour. Cells were fixed with 4% paraformaldehyde in PBS for 20 min at 37 °C, permeabilized with 0.2% TritonX-100 for 5 min, and blocked with 3% BSA for 20 min. After incubation with the primary antibody against STAT1 (Santa Cruz Biotechnology, sc-464) overnight at 4 °C, followed by incubation for 30 min with Alexa-594 conjugated goat anti-mouse secondary antibody (Invitrogen; A-11005), cells were subsequently counterstained with 4′6-diamidino-2-phenylindole (DAPI) and examined by LSM 880 confocal laser scanning microscope (Carl Zeiss, Jena, Germany). Densitometric analyses of immunofluorescence assay results were carried out using ImageJ software. Raw data are provided in Supplementary File S1.

### 2.6. Co-Culture of LUAD Cells with PBMC

A total of 2 × 10^5^ A549, HCC827 cells were seeded per a well. After 24 h, cells were treated with cytokine IFN-γ (20 ng/mL) for the first 24 h and with further addition of AX-0085 (0.5 μM) for another 24 h. 2 × 10^5^ peripheral blood mononuclear cells (PBMC; ATCC) were separately cultured and stimulated for 24 h with CD3/CD28 Dynabeads (Gibco, 11161D). Tumor cells and PBMC were co-cultured in 1:1 ratio. After 72 h of co-culture, human IL-2 level in the culture medium was measured using the ELISA kit (Invitrogen, BMS221).

### 2.7. Mouse Xenograft Model

An inoculum of 3 × 10^5^ LLC lung carcinoma cells was injected subcutaneously on the flank of C57BL/6 mice (Orient Bio Inc., Seongnam, Korea) in 100 µL serum-free media. Seven days after injection, the treatment was initiated with intraperitoneal injection of anti-mouse PD-1 antibody (Bioxcell, Lebanon, NH, USA, BE0146) at 400 µg per dose every third day and daily intraperitoneal injection of AX-0085 at 10 mg/kg. The tumor volume was calculated as 0.5 × length × width^2^. The tumors were allowed to grow for 10 days, and mice were sacrificed after 9 days of treatment, and tumor tissues were excised and weighed. The plan for this study was reviewed and approved by the Institution of Animal Care and Use Committee (IACUC) of Ewha Womans University (approval number: IACUC-21-005).

### 2.8. Transcriptome Analysis

RNA was extracted from variably treated A549 cells, and mRNA libraries were prepared using the TruSeq Stranded mRNA Preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. RNA sequencing (RNA-Seq) was performed with Illumina HiSeq2500 sequencing platform for 101-mer paired-end reads. TrimGalore (version 0.6.7) was used for trimming adapter sequences and discarding low-quality reads. The reads were mapped against the human reference genome (GRCh38/hg38) using the STAR alignment program (version 2.7.9a) [20]. Gene expression matrix was generated using FeatureCount function in Rsubread version 2.6.4 [21]. Differentially expressed genes (DEGs) were identified using DESeq2 with the adjusted *p*-value < 0.05 and |fold change| > 2 threshold [22]. Gene set analyses of DEGs for pathways and gene ontology (GO) terms and Gene Set Enrichment Analysis (GSEA) were performed using clusterProfiler version 4.0.4, an R package for interpretation of omics data [23]. The RNAseq data have been deposited in the Gene Expression Omnibus (GEO) database [GEO: GSE185306].

## 3. Results

### 3.1. Derivation of AX-0085 as an Inhibitor of PD-L1 Expression

We have designed and synthesized multiple kinase inhibitor candidates expected to inhibit ATP binding and stabilize of DFG-out conformation [19]. They were tested for inhibition of *PD-L1* reporter activation by IFN-γ. The luciferase reporter contained -838 to +114 region of human *PD-L1* (Gene ID: 29126) and showed over three-fold activation by IFN-γ when tested in A549 cells. (Figure 1A). Inhibition was tested at three different concentrations, 0.1 μM, 0.5 μM, and 1.0 μM for each candidate inhibitors. AX-0085 was the sole chemical that showed near saturation level inhibition at 0.5 μM and was chosen for subsequent analyses (Figure 1A,B).

### 3.2. AX-0085 Inhibits Induction of PD-L1 by IFN-γ

We examined the effect of IFN-γ treatment on PD-L1 expression in LUAD cells. The basal levels of PD-L1 expression varied among the six cell lines we tested, but all showed significant up-regulation upon IFN-γ treatment at both the protein and mRNA levels (Figure 2A). We selected A549 with a relatively low basal expression level and HCC827 with a relatively high basal expression level for detailed analyses. We first tested if AX-0085 inhibited IFN-γ-induced up-regulation of PD-L1. Indeed, AX-0085 showed a concentration-dependent inhibition of PD-L1 induction, typically reaching the maximal effect around 0.5 μM similar to the *PD-L1* reporter (Figure 2B). The inhibition was seen for both A549 and HCC827 cells and for both protein and mRNA levels. The inhibitory effect was also seen in the other four LUAD cell lines (Figure 2C).

We next examined if AX-0085 blocked IFN-γ-induced activation of the JAK2/STAT1 pathway. For both A549 and HCC827 cells, pre-treatment of AX-0085 effectively reduced IFN-γ-induced phosphorylation of JAK2 and STAT1 in the absence of change in their total protein levels (Figure 3A). STAT1 is known to be present in cytoplasm in an inactive and unphosphorylated state but localize to nucleus upon phosphorylation and function in transcriptional activation of target genes. Upon IFN-γ treatment, nuclear localization of STAT1 was readily observed in both A549 and HCC827 cells (Figure 3B). Consistent with the inhibition of phosphorylation of STAT1, AX-0085 effectively blocked nuclear localization of STAT1, indicating that AX-0085 works at the level of JAK2/STAT1 activation by IFN-γ (Figure 3B).

### 3.3. Transcriptomic Analysis of AX-0085 Activity Using A549 Cells

In order to further understand the detailed activity of AX-0085, we carried out gene expression profiling for A549 cells treated with IFN-γ and AX-0085. 

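RNA was sequenced from 8 libraries of A549 cells, a human lung adenocarcinoma line, with 2 libraries in each of 4 groups. The groups were untreated cells, cells treated with IFN-γ, cells treated with AX-0085, and cells treated with both. IFN-γ was applied at 20 ng/mL in the paper, while the sample labels give 20 ng without a volume. AX-0085 was added to 0.5 μM after 24 h, and RNA was taken after another 24 h. The authors trimmed the paired-end reads of stranded mRNA libraries, mapped them to GRCh38 and counted them per gene, and the counts were deposited without normalization. The paper's text does not name the annotation release, the strand setting, the treatment of reads that map to several places, or whether reads or read pairs were counted. The total count was 29115901 and 24600518 in the 2 untreated libraries, 24658454 and 25919161 with AX-0085, 20672828 and 25849811 with IFN-γ, and 29978251 and 22230752 with both. At these depths, 3 counts correspond to between 0.100 and 0.145 CPM (counts scaled to library size), which was taken as the smallest level a library can show. Such limits cover counting error only. Mitochondrial genes took between 1.71% and 5.73% of the counts in a library.

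Within each group, the 2 libraries differed by more than sampling noise, with a chi-square per degree of freedom between 8.55 with AX-0085 and 27.7 with both treatments. Genes with many counts weigh most in it. The share of counts in rRNA-like genes was 2.62% and 5.96% with both treatments, 3.65% and 5.78% untreated, 5.30% and 3.12% with IFN-γ, and 2.11% and 1.83% with AX-0085. The chi-square and its order of the groups therefore need not describe most genes. The test measures counting noise only, so it cannot tell separate cultures from separate library preparations of 1 culture. Each library was counted as a replicate because the paper describes duplicate samples. The log2 CPM values of the 2 libraries of a group had a Pearson's r across genes between 0.997 and 0.998, although genes are not independent replicates. Neither the labels nor the paper's text gives a sequencing batch or date. Of the 60664 genes in the table, 26065 had at least 1 count and 15066 were kept by edgeR's expression filter. Counts were normalized with edgeR's TMM factors, which lay between 0.916 and 1.04, and all 8 libraries entered a single model of the 4 groups. The common biological coefficient of variation was 0.0609. Each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene is called differentially expressed below where the adjusted p is under 0.05 and the fold change is over 2, which are the paper's thresholds. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p under 0.333, so single genes were tested only in the model across genes.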

Duplicate samples of cells that are untreated, IFN-γ-treated, AX-0085-treated, or combinatorially treated with both IFN-γ and AX-0085 treated were prepared and subjected to RNAseq analyses. We focused on the gene expression changes upon IFN-γ-treatment and on the alterations to the pattern by further addition of AX-0085. 

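Against untreated cells, IFN-γ treatment raised 1547 genes and lowered 2590 genes past both thresholds, and 10259 genes had an adjusted p under 0.05 whatever their fold change. Upon addition of AX-0085 to IFN-γ-treated cells, 2485 genes were higher and 1248 were lower than with IFN-γ alone. The replicate numbers in the labels could pair the libraries across groups. The deviations of same-numbered libraries from their group means had a correlation across genes between -0.109 and 0.0873 over the 6 pairs of groups, with a mean of -0.0349. With the replicate number as a block, IFN-γ raised 1537 and lowered 2561 genes, and AX-0085 added to IFN-γ raised 2456 and lowered 1237. The pairs of the untreated group with the AX-0085 group and with the IFN-γ group had correlations of -0.109 and -0.107. With the untreated numbers swapped in the block, an alternative chosen after seeing the data, IFN-γ raised 1547 and lowered 2583 genes. The criterion for a call moved these counts most. With the adjusted p alone, IFN-γ raised 4838 and lowered 5421 genes, and with DESeq2's test against a 2-fold change, chosen after seeing the data, it raised 673 and lowered 764.

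Among called genes with a mean log2 CPM of at least 2 and no overlap between the groups, the largest rises with IFN-γ were those of TXNIP, HLA-B and BATF2. TXNIP rose by a log2 fold change of 8.09 (standard error 0.24, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 1.2e-11). It had only 1 and 4 counts in untreated cells, and its change lay between 7.33 and 9.47 with each library left out in turn. HLA-B, which is similar in sequence to other HLA genes and has 47.3% of its exon bases inside another annotated gene, rose by 6.38, and BATF2 rose by 6.24. The largest falls were those of SPDEF, KRT4 and RAB26. SPDEF had 301 and 247 counts in untreated cells and 1 count in each IFN-γ library, which is at least 63.2-fold lower. KRT4 had a log2 fold change of -6.95 (standard error 0.18, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 3.519e-12), and RAB26 one of -5.53.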

Significantly up-regulated and down-regulated genes from IFN-γ-treatment alone were subjected to gene set analyses. Most notably, top up-regulated GO terms included ‘response to interferon-gamma ‘, ‘positive regulation of cytokine production’, ‘defense response to virus’, ‘defense response to symbiont’, and ‘response to virus’. 

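The paper's lists of these 5 groups hold 86 different genes, and all 86 were called higher with IFN-γ in the counts analysed here. The list comes from the authors' own calls on the same libraries. Its genes had a median log2 fold change of 3.02 against untreated cells. The median was 3.91 over the 26 genes of ‘response to interferon-gamma’, with a range from 1.33 to 11.49, and 2.58 over the 48 genes of ‘positive regulation of cytokine production’. The lists of ‘defense response to virus’ and ‘defense response to symbiont’ hold the same 33 genes, with a median of 3.96. Over the 39 genes of ‘response to virus’ the median was 3.59. GBP1 (chromosome 1, 89051882 to 89065360, GRCh38), which encodes an interferon-inducible GTPase, had the largest change in every group except that of cytokine production. It had 4 and 2 counts in untreated cells and 6377 and 8034 with IFN-γ, a log2 fold change of 11.49 (standard error 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 7.412e-15). IL6 (chromosome 7, 22725884 to 22732002) had the largest change in the cytokine group, and 19.7% of its exon bases lie inside another annotated gene. It had 0 counts in both untreated libraries and 48 and 66 with IFN-γ, which is at least 21.2-fold higher.

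A list of 45 IFN-γ response genes, written from general knowledge after the paper's Files S2 and S3 had been read, was tested as well. Of its genes, 36 passed the expression filter, 33 were called higher and 0 lower, and the median log2 fold change was 4.11. Adjustment over the list alone gave the same 33 calls. The other 9 genes had 0 counts in all 8 libraries. They include IRF1 (chromosome 5, 132440440 to 132508719), whose whole span lies inside another annotated gene, so that its response to IFN-γ could not be measured from these counts.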

Figure 4 and Supplementary FileSupplementary File S2 consistent with response to IFN-γ. Importantly, most of the genes belonging to these GO term groups showed clear down-regulation upon further addition of AX-0085 (Figure 4A). 

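Of the 86 genes in the 5 groups, 85 had a lower level after addition of AX-0085 to IFN-γ-treated cells, and 65 were called lower. The median log2 fold change against IFN-γ alone was -1.79. By group, 22 of the 26 genes of ‘response to interferon-gamma’ were called lower (median -2.22), 32 of the 48 of ‘positive regulation of cytokine production’ (median -1.44), 29 of the 33 shared by the virus and symbiont defense groups (median -2.47), and 35 of the 39 of ‘response to virus’ (median -2.38). The number of genes called lower was 65 with the replicate number as a block as well, and the alternative that lowered it most among those that kept all the genes was scaling by library size alone, with 60. GBP1 fell by 7.13 on the log2 scale (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 2.377e-14). IL6 had 0 counts in both libraries treated with IFN-γ and AX-0085, at least 19.2-fold lower than with IFN-γ alone. One gene, TNFRSF14, was called in the other direction, with a log2 fold change of 1.92 (standard error 0.29, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 7.412e-05). It had 11 and 32 counts with IFN-γ and 106 and 90 with both, and 13.9% of its exon bases lie inside another annotated gene. In the separate list of IFN-γ response genes, 31 of the 36 tested genes were called lower upon addition of AX-0085 and 0 higher, and 34 had a negative change. The median was -2.54 (camera from limma, Benjamini-Hochberg-adjusted p = 7.524e-14 over 24 set tests), and it was -2.54 with the replicate block as well. It was -2.42 with scaling by library size alone, and -2.13 over the 21 genes left with at least 10 counts required in every library.

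PD-L1 is encoded by CD274 (ENSG00000120217), on the plus strand of chromosome 9 from 5450503 to 5470566 in GRCh38, and is one of the genes in Figure 4A. Its counts in replicates 1 and 2 were 3 and 5 in untreated cells, 3 and 10 with AX-0085, 104 and 161 with IFN-γ, and 14 and 10 with both. Normalized, these were 0.151 ± 0.0738 CPM (SD, n = 2) in untreated cells, 0.248 ± 0.182 (SD, n = 2) with AX-0085, 5.98 ± 0.692 (SD, n = 2) with IFN-γ and 0.449 ± 0.00133 (SD, n = 2) with both. IFN-γ raised CD274 by a log2 fold change of 5.31 (standard error 0.35, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 1.817e-08), and AX-0085 then changed it by -3.73 (standard error 0.28, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 9.664e-08). With the replicate block, these were 5.29 and -3.70, and the IFN-γ change was 5.32 with the untreated numbers swapped. With each of the 8 libraries left out in turn, the IFN-γ change lay between 4.89 and 5.89, and the change upon addition of AX-0085 between -3.84 and -3.60. Cells treated with both remained above untreated cells by 1.58 (standard error 0.57, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 0.02944). Against AX-0085 alone, the change in cells treated with both was 0.82 (standard error 0.51, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 0.2346), and was not detectable at these low counts. AX-0085 alone had no detectable effect either, with a log2 fold change of 0.76 (standard error 0.65, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 0.3471). An annotated noncoding gene on the minus strand, from 5457477 to 5629748, overlaps CD274. Of the 7 exons of its main transcript, 3 lie outside this gene, with 463 of 3634 exon bases. Of the exon bases of the whole gene, 87.8% lie inside another gene. Genes wholly inside other genes had almost no counts in these libraries, so reads in the overlapped CD274 exons may not have been counted. The CPM values of CD274 may then lie below its true level.

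JAK2, with 47.4% of its exon bases inside another gene, changed by 0.58 with IFN-γ and by -0.66 upon addition of AX-0085 (standard error 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 0.0003054).

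**Figure D1:**
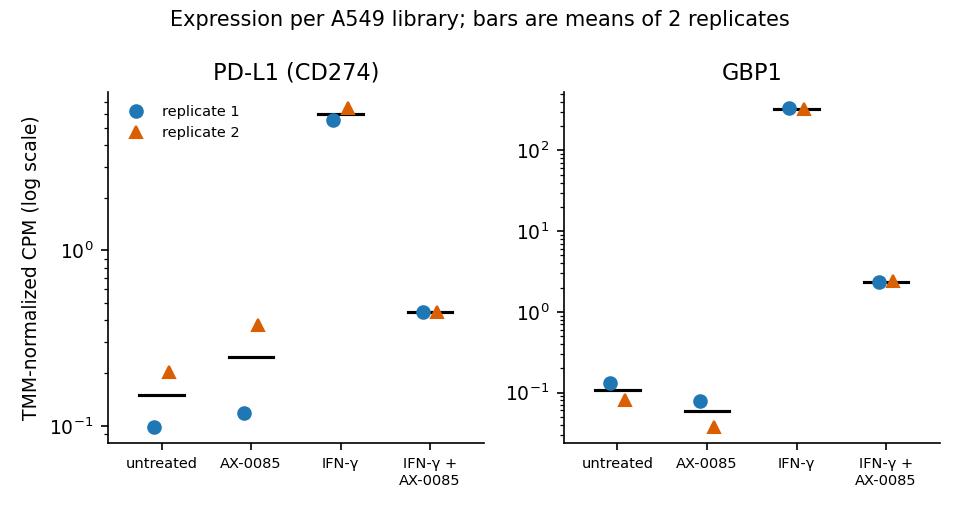
Expression of PD-L1 (CD274) and GBP1 in each A549 library, in TMM-normalized CPM on a log scale, by treatment group. Circles are replicate 1, triangles are replicate 2 and bars are group means. Both genes are highest with IFN-γ, and with both treatments they stay above their untreated level.

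**Figure D2:**
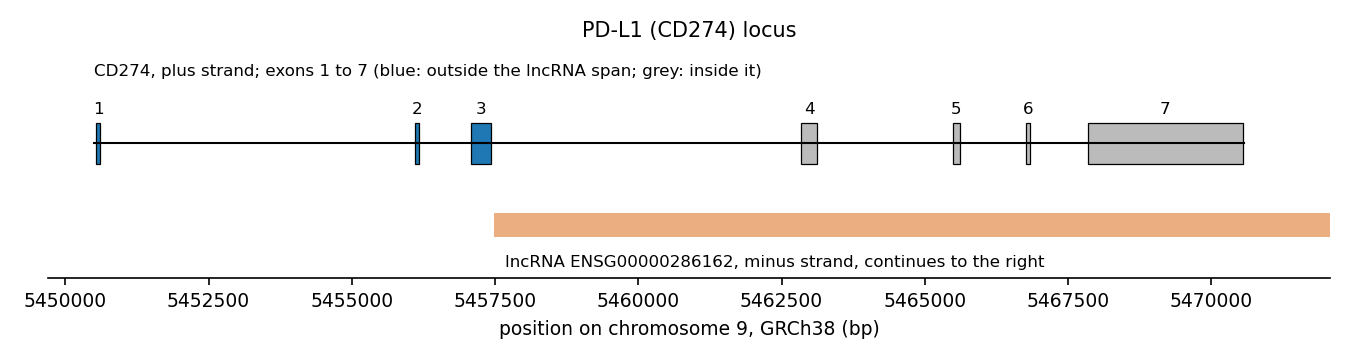
Map of CD274 on chromosome 9 (GRCh38, position in bp) with its 7 exons and the overlapping noncoding gene on the minus strand. Exons 1 to 3 (blue) lie outside the noncoding gene and exons 4 to 7 (grey) inside it.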

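The genes lowered by IFN-γ in the top groups of Figure 4B were examined in the same way. The top 5 groups are ‘DNA replication’ (29 genes in the paper's list), ‘response to metal ion’ (35), ‘regulation of calcium ion-dependent exocytosis’ (10), ‘plasminogen activation’ (8) and ‘cell-substrate adhesion’ (33), and all of their genes were called lower with IFN-γ here. Outside ‘DNA replication’ the lists hold 69 different genes, with a median log2 fold change of -2.18 with IFN-γ. Upon addition of AX-0085, all 69 rose and 49 were called higher, with a median of 1.90 against IFN-γ alone. The genes called higher were 22 of the metal ion group, 9 of the exocytosis group, all 8 of the plasminogen group and 24 of the adhesion group. With the replicate block 49 were called, and over the alternatives the number lay between 41, with at least 10 counts required in every library, and 55, with scaling by library size alone.

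CD14 had the largest IFN-γ change in the metal ion group, of -5.56 on the log2 scale, and rose by 4.85 upon addition of AX-0085 (standard error 0.45, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 5.874e-07). SYT6 in the exocytosis group changed by -3.92 and then by 2.70 (standard error 0.22, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 1.56e-07). ITGAL in the adhesion group, with 15.8% of its exon bases inside another gene, had 35 and 38 counts in untreated cells, 0 in both IFN-γ libraries, and 88 and 51 with both treatments. It was at least 8.54-fold lower with IFN-γ than in untreated cells and at least 16.1-fold higher after addition of AX-0085.

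The 29 genes of ‘DNA replication’ had a median log2 fold change of -1.69 with IFN-γ and of 0.17 upon addition of AX-0085, where 19 rose and 10 fell. Only 3 were called, all of them higher, and 20 had an adjusted p under 0.05 in either direction. The same 3 were chosen for naming after their values were seen. FAM111B, which also had the largest IFN-γ change in the group at -4.42, rose by 1.67 (standard error 0.16, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 8.942e-07). LIG1, with 23.3% of its exon bases inside another gene, rose by 1.47, and EHMT2, with 16.3%, by 1.45. With the replicate block 3 genes were called, and with the DESeq2 Wald test or RLE size factors 4. AX-0085 alone, against untreated cells, lowered 22 of the 29 genes, with a median of -1.27. In cells treated with both, 27 of the 29 were called lower than in untreated cells.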

Most of the genes belonging to the top down-regulated GO term groups showed up-regulation by further addition of AX-0085, although ‘DNA replication’ group genes were mostly non-responsive to AX-0085 (Figure 4B and Supplementary FileSupplementary File S3).

### 3.4. Activation of T Cell by AX-0085

We proceeded to test the effect of AX-0085 on lymphocyte activation again using the two LUAD cell lines (Figure 5). Stimulation of PBMC with anti-CD3 and anti-CD28 antibodies led to increased production of IL-2. This activation was effectively abrogated when PBMC were co-cultured with A549 or HCC827 cells at 1:1 ratio. Importantly, when IFN-γ-treated LUAD cells were further treated with AX-0085, the levels of secreted IL-2 were significantly restored. This is consistent with IFN-γ mediated PD-L1 induction being inhibited by AX-0085, thereby allowing partial activation of T cells and consequent secretion of IL-2 (Figure 5).

### 3.5. Inhibitory Effect of AX-0085 on Tumor Growth

In order to test the efficacy of AX-0085 in vivo, we resorted to a syngeneic mouse model based on utilization of Lewis Lung Carcinoma (LLC) cells and C57BL/6 mice. First, we confirmed that LLC cells up-regulates PD-L1 expression in response to IFN-γ treatment and that AX-0085 down-regulates the induction of PD-L1 (Figure 6A). As in the case of human LUAD cells, inhibition of PD-L1 was shown to involve transcriptional inhibition, as seen by the down-regulation of the mRNA level (Figure 6A). LLC cells were injected to mice 10 days prior to the initiation of treatments, and mice were subsequently treated with (i) vehicle and IgG control, (ii) AX-0085 and IgG control, (iii) vehicle and Anti-PD-1 antibody, or (iv) AX-0085 and Anti-PD-1 antibody. AX-0085 was shown to have anti-tumor activity on its own as daily application at 10 mg/kg dosage inhibited tumor growth significantly. Similarly, anti-PD-1 antibody also had inhibitory effect on tumor growth, as has been previously reported [24,25]. Importantly, we saw a significant decrease in tumor size in mice treated with the combination of AX-0085 and anti-PD-1 antibody compared to those treated with either AX-0085 or anti-PD-1 antibody alone or with neither of the reagents (Figure 6B). We also examined the levels of PD-L1 using the protein extracted from tumor samples (Figure 6C). Treatment with anti-PD-1 antibody led to up-regulation of PD-L1 as has been reported previously, but the addition of AX-0085 visibly decreased PD-L1 expression [24,26,27]. This provides a mechanistic basis for the synergistic effect between AX-0085 and anti-PD-1 antibody in reducing the tumor burden.

## 4. Discussion

Immune checkpoint inhibition is most notable for its durable effect on a significant minority of cancer patients. Why it does not work on the majority is, however, still not clear, and this represents one of the major challenges for the future of cancer immunotherapy [10]. One effort is oriented toward finding good prognostic indicators of the outcome of the immunotherapy [12,28,29]. Albeit limited in predictive power, the expression level of PD-L1 is used as an important indicator for the outcome of the treatment for LUAD, including NSCLC [7,14]. This reflects the fact that tumors with high PD-L1 expression likely rely on its inhibitory effect on T cell activation to evade cytotoxic immune reaction [15,16]. Tumor mutational burden is regarded as another indicator based on that the number of neoantigens expressed in tumor cells would be proportionately greater with higher mutational burden [12,28]. Genomic and transcriptomic analyses to identify polymorphisms and/or differentially expressed genes showing correlation with the treatment outcome are also being actively pursued [28,29].

Another clinically relevant point is that even those patients without durable effects often show short-term or partial benefits. Therefore, combinatorial therapy with other partially efficacious treatments could have additive or synergistic effects [17,18]. Traditional chemotherapy, radiation therapy, and targeted therapy for specific mutated genes such as *EGFR* have been used in combination with immunotherapy [30]. An interesting pursuit is developing therapeutic agents targeting the expression of *PD-L1*. Kasikara and coworkers showed that a pan-TAM (Tyro3, Axl, and Mertk) tyrosine kinase inhibitor enhanced the efficacy of anti-PD-1 antibody treatment in a murine model of triple negative breast cancer [24]. Similarly, Wu and coworkers isolated Regorafenib from a kinase inhibitor library based on the inhibition of IFN-γ-induced *PD-L1* expression [31]. In a murine model of melanoma, the combinatorial application of Regorafenib and anti-PD-1 antibody showed a higher efficacy than the individual application of either reagent. We report in this study that AX-0085 represents another novel kinase inhibitor with a similar activity enhancing the effect of anti-PD-1 antibody. We demonstrate that AX-0085 inhibits JAK2/STAT1 phosphorylation and STAT1 nuclear localization, thereby effectively blocking the IFN-γ-induced up-regulation of PD-L1 expression. 

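AX-0085 alone raised 966 genes and lowered 846 against untreated cells, together 12.0% of the genes tested, where IFN-γ alone changed 27.5%. With the replicate block it raised 946 and lowered 834, and with the untreated numbers swapped 969 and 844. With the adjusted p alone it raised 4018 and lowered 4010 genes, and in the test against a 2-fold change in DESeq2, chosen after seeing the data, 116 were higher and 212 lower. Of the 1812 genes called with AX-0085 alone, 1010 (55.7%) were not called with IFN-γ, 506 were called in the same direction as with IFN-γ and 296 in the other direction. Among genes with a mean log2 CPM of at least 2, the largest rises with AX-0085 alone were those of TXNIP, IL3RA and CAPN5, and the largest falls were those of MARCHF4, PEAR1 and TNFRSF12A. TXNIP rose by 6.60 on the log2 scale (standard error 0.29, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 2.018e-09), IL3RA by 2.71 and CAPN5 by 2.63. The TXNIP change lay between 5.81 and 7.95 with each library left out in turn. MARCHF4 changed by -3.37 (standard error 0.18, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 8.864e-09), PEAR1 by -3.32 and TNFRSF12A by -3.24. MARCHF4 and TNFRSF12A have 1.73% and 5.11% of their exon bases inside another annotated gene.

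Gene lists written in the same way were compared with and without IFN-γ. With AX-0085 alone, the IFN-γ response list had 16 genes higher and 17 lower (camera from limma, Benjamini-Hochberg-adjusted p = 0.8488). A fall could not have been seen in 7 of its 36 tested genes, which had at most 3 counts in both untreated libraries. Of the 23 with at least 10 counts in both, 13 were higher and 10 lower, with 1 called higher and 3 called lower and a median of 0.05. The 53 tested genes of a mitosis list all fell with AX-0085 alone, and 48 were called lower, with a median of -1.48 (camera from limma, Benjamini-Hochberg-adjusted p = 5.251e-27). The median was -1.48 with the replicate block and -1.47 with the untreated numbers swapped. All 47 tested genes of a DNA replication and S phase list fell as well, with 28 called lower and a median of -1.22 (camera from limma, Benjamini-Hochberg-adjusted p = 1.113e-21), and -1.22 with the replicate block or with the untreated numbers swapped. IFN-γ alone lowered both lists too, with a median of -0.54 and 12 genes called for mitosis and of -1.21 and 33 genes called for replication (camera from limma, Benjamini-Hochberg-adjusted p = 2.582e-07 and 4.767e-14). When AX-0085 was added to IFN-γ-treated cells, the median was -0.60 for the mitosis list and -0.06 for the replication list (camera from limma, Benjamini-Hochberg-adjusted p = 4.414e-09 and 0.2864). Tested as an interaction, the effect of AX-0085 with IFN-γ differed from its effect without IFN-γ by a median of -2.11 for the IFN-γ response list, 0.81 for the mitosis list and 1.01 for the replication list (camera from limma, Benjamini-Hochberg-adjusted p = 2.831e-16, 2.024e-14 and 2.831e-16), with a positive term in all 53 mitosis genes and all 47 replication genes. Both falls of the replication list were measured against the same 2 untreated libraries, and the list did not change detectably between the 2 IFN-γ groups. A difference of the untreated cultures alone could give both falls and the interaction of 1.01, so these values cannot tell it from a treatment effect. Calls adjusted over each list alone were the same in number.

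The strength of the inhibition was measured as the IFN-γ effect left in the presence of AX-0085. Cells treated with both had 269 genes higher and 261 lower than cells treated with AX-0085 alone, and 255 and 246 with the replicate block. The criterion moved these counts and their balance, to 187 and 135 with the DESeq2 Wald test. With tests against a 2-fold change, chosen after seeing the data, they were 42 and 8 in DESeq2 and 62 and 18 with edgeR's glmTreat. Among the 269 genes called higher, the largest rises at a mean log2 CPM of at least 2 were those of HLA-B (5.08), HLA-F (3.69) and HLA-C (3.01). Their reads can be shared with other HLA genes, and 62.6% of the exon bases of HLA-F lie inside another annotated gene. Without that minimum, CD74, which was named after its values were seen, had a larger change than these HLA genes. GBP1 had a fitted change of 5.23, which lay between 4.80 and 5.79 with each library left out in turn. It is therefore not shown to exceed HLA-B. CD74 had 3 and 1 counts with AX-0085 and 1046 and 784 with both, so that it was at least 287-fold higher, and GBP1 was at least 19.7-fold higher. No exon base of CD74 lies inside another annotated gene.

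**Figure D3:**
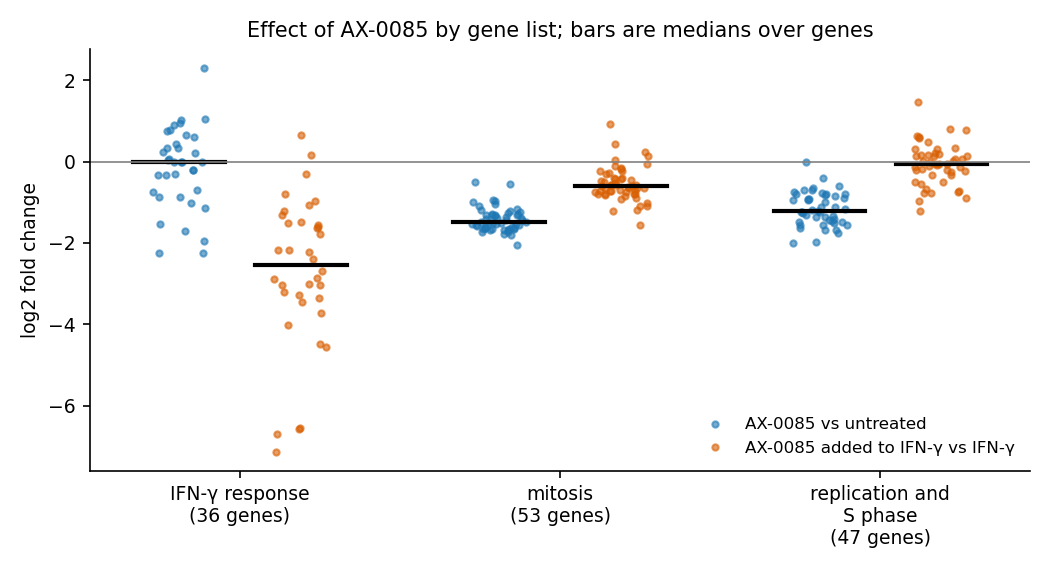
Log2 fold change of each gene in 3 gene lists with AX-0085 against untreated cells (blue) and with AX-0085 added to IFN-γ against IFN-γ alone (orange). Points are genes and bars are medians over genes. The IFN-γ response list is centred on 0 with AX-0085 alone, where 7 of its genes have too few counts for a fall to be seen, and falls when AX-0085 is added to IFN-γ, while the mitosis and replication lists fall further with AX-0085 alone.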

Its inhibitory effect of IFN-γ signaling appears to be highly specific and strong, as indicated by transcriptomic analyses. Consistent with inhibition at the stage of JAK2/STAT1 activation, which represents an upstream point of IFN-γ signaling pathway, AX-0085 broadly reversed the expression pattern induced by IFN-γ. 

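Of the 1547 genes raised by IFN-γ, 1425 were lower after addition of AX-0085, 733 of them past both thresholds (47.4%), and 13 were called higher. Of the 2590 genes lowered by IFN-γ, 2390 were higher after addition of AX-0085, 1541 of them past both thresholds (59.5%), and 15 were called lower. With the replicate block, the shares were 47.8% and 59.1%. Both changes are measured against the same IFN-γ libraries, so that an error in those libraries alone would look like a reversal. With the IFN-γ change taken from replicate 1 and the AX-0085 change from replicate 2, the shares were 43.9% and 57.1%, and with the replicates exchanged they were 42.4% and 58.6%, from log2 changes without a test.

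Across the tested genes, the log2 change with IFN-γ and the log2 change upon addition of AX-0085 had a Pearson's r of -0.764 and a Spearman's rho of -0.717, where genes are not independent replicates. Pearson's r was -0.764 with the replicate block as well. With the replicates kept apart, it was -0.632 and -0.643. Among genes with a mean log2 CPM of at least 2, the largest rises upon addition of AX-0085 include those of SPDEF and RAB26. SPDEF was at least 117-fold higher than with IFN-γ alone and RAB26 rose by 6.77 on the log2 scale. The largest falls were those of CCBE1 (-6.15), FOSL1 (-5.47) and MARCHF4 (-5.29), and 6.02% of the exon bases of CCBE1 lie inside another annotated gene. AX-0085 alone lowered CCBE1, FOSL1 and MARCHF4 as well, with log2 changes of -3.20, -3.14 and -3.37. With both treatments they lay below untreated cells, at -3.81, -2.15 and -3.84, so their falls are not only a reversal of the IFN-γ change. From the broad reversal across genes, the paper proposes that AX-0085 acts at an upstream point of the IFN-γ signaling pathway.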

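Reversion was measured for each gene as the percent of its log2 change with IFN-γ that was absent in cells treated with both, each against untreated cells, so that 100% is a full return to the untreated level. Over the 86 genes of the top up-regulated groups (Figure 4A) the median was 62.0%, and the middle 50% of genes lay between 42.2% and 80.5%. At least 50% of the change was removed in 55 genes, and 43 of the 86 were still called higher than in untreated cells. The 55 include 13 genes that went past 100%, and 2 of the 86 were called lower than in untreated cells. Over the 69 genes of the top down-regulated groups outside ‘DNA replication’ (Figure 4B) the median was 81.3%, with the middle 50% of genes between 54.1% and 100.1%. In 54 of these at least 50% was removed, and 16 were still called lower than in untreated cells. The 54 include 18 genes that went past 100%, and 4 of the 69 were called higher than in untreated cells. Over the 29 genes of ‘DNA replication’ the median was 10.2%, and 1 gene had at least 50% removed. With AX-0085 alone, 22 of the 29 were called lower than in untreated cells, with a median log2 change of -1.27. For this group the measure therefore cannot tell an IFN-γ effect that was kept from the fall seen with AX-0085 alone. With the replicate block, the median percents removed were 62.0%, 81.3% and 10.2%. Computed from replicate 1 alone and replicate 2 alone, they were 59.1% and 61.3% for the up-regulated groups, 78.5% and 83.8% for the down-regulated groups, and 8.75% and 12.2% for ‘DNA replication’. With the replicates of the IFN-γ change and of the AX-0085 change kept apart, they were 60.8% and 60.1%, 88.7% and 72.7%, and 11.6% and 8.70%. In each of these computations ‘DNA replication’ lay below the other 2 sets. The difference between the up-regulated and the other down-regulated groups was not much larger than the spread of the latter, and neither difference was tested.

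Over all genes called with IFN-γ, the median percent removed was 62.7% for those raised and 78.0% for those lowered. In cells treated with both, 401 of the raised genes were still called higher than in untreated cells, and 604 of the lowered genes were still called lower. Cells treated with both had 1132 genes higher and 1090 lower than untreated cells, and 1115 and 1066 with the replicate block. Across genes, their log2 changes against untreated cells had a Pearson's r of 0.782 with those of AX-0085 alone and of 0.405 with those of IFN-γ alone, where all 3 share the untreated libraries.

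**Figure D4:**
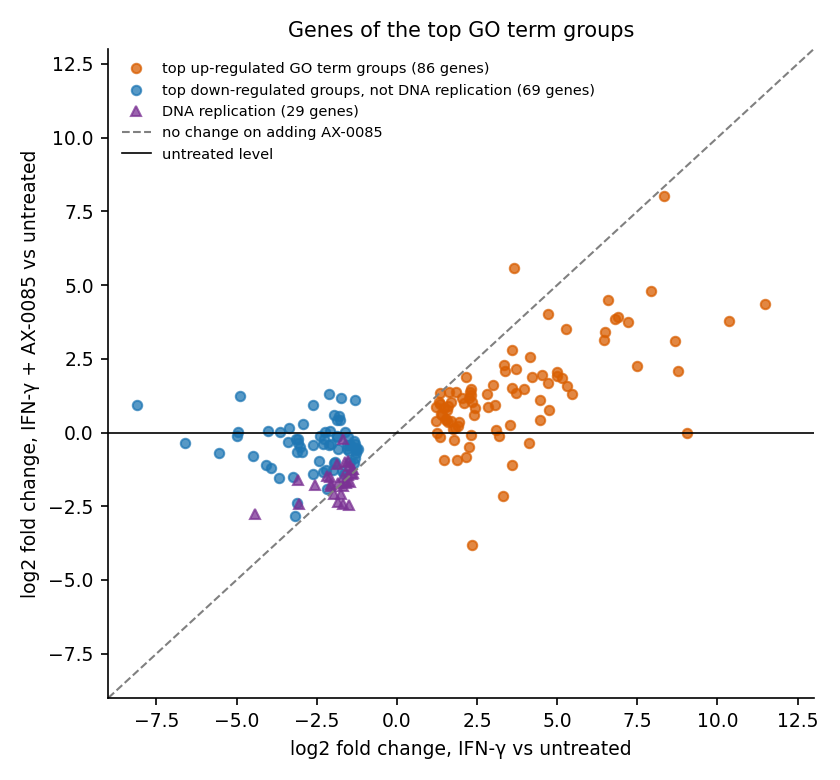
Log2 fold change with IFN-γ (x axis) and with IFN-γ and AX-0085 (y axis), each against untreated cells, for the genes of the top GO term groups. Each point is a gene, the dashed line marks no change upon addition of AX-0085 and the horizontal line marks the untreated level. Most genes of the up-regulated and down-regulated groups lie between the lines, and the DNA replication genes lie close to the dashed line.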

In fact, most of the genes belonging to the top GO term groups from IFN-γ treatment showed reversion toward basal gene expression levels. Importantly, the efficacy of AX-0085 as a combinatorial agent when used with anti-PD-1 antibody is also demonstrated using Lewis Lung Carcinoma cells and the syngeneic C57BL/6 mice. The results raise the possibility of further developing this agent or its derivatives as potential supplement in cancer immunotherapy for LUAD. Additionally, as induction *PD-L1* expression by IFN-γ is a phenomenon seen in a wide variety of somatic cells, it would be of interest to test the inhibition of IFN-γ signaling in cells of other cancer types and the combinatorial effect of AX-0085 using syngeneic mouse models of other types of solid tumors.

## Figures and Tables

**Figure 1:**
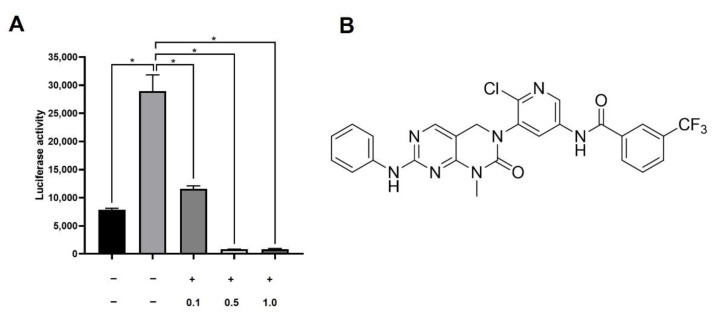
Derivation and structure of AX-0085. (**A**) Results from luciferase-based screen identifying AX-0085. Data are average of two independent experiments and error bars represent standard deviation (* *p*-value of < 0.05 from Student’s *t*-test). (**B**) Molecular structure of AX-0085.

**Figure 2:**
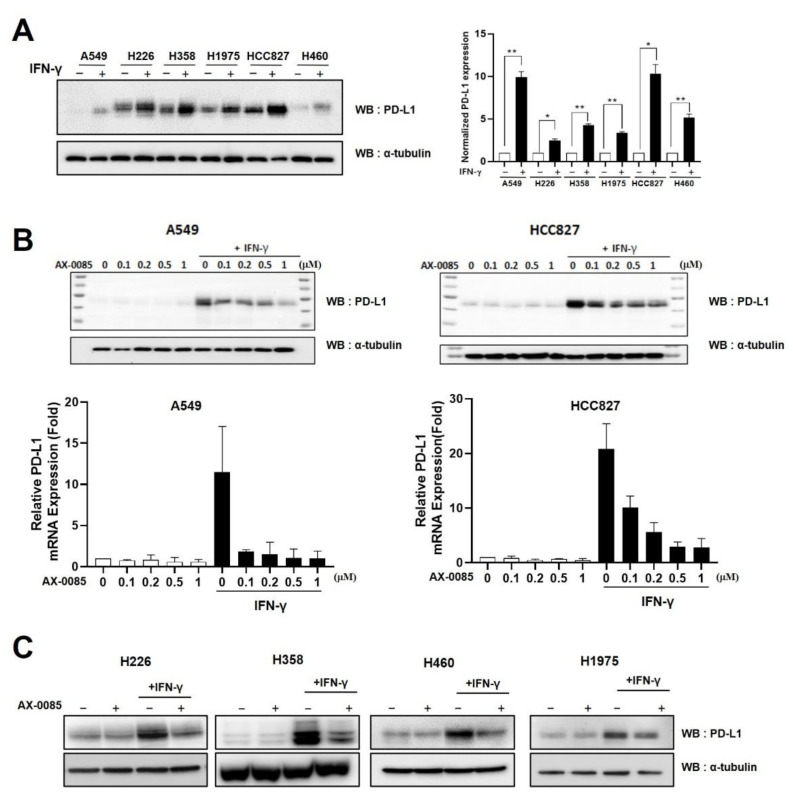
AX-0085 inhibits IFN-γ-induced PD-L1 expression. (**A**) Immunoblots showing up-regulation of PD-L1 expression with the addition of IFN-γ at 20 ng/mL for 24 h. LUAD cell lines used are indicated. ɑ–tubulin was used as the loading control. The graph on the right shows the results from the quantitative real time RT-PCR assay. Data are mean ± SEM of three independent experiments. Statistical significance is indicated (* *p*-value of <0.05, ** *p*-value of <0.01 from Student’s *t*-test). (**B**) Immunoblot showing inhibition of IFN-γ-induced PD-L1 up-regulation by AX-0085 in a concentration-dependent manner in A549 and HCC827 cells. Cells were treated with 20 ng/mL of IFN-γ for 24 h prior to application of indicated levels of AX-0085 for another 24 h. ɑ–tubulin was used as the loading control. Graphs at the bottom show results from the quantitative real time RT-PCR. Data are mean ± SEM of three independent experiments. Statistical significance is indicated (* *p*-value of <0.05, ** *p*-value of <0.01 from Student’s *t*-test). (**C**) Immunoblots showing changes in PD-L1 expression induced by sequential addition of IFN-γ (20 ng/mL) and AX-0085 (0.5 μM) as in (**B**). LUAD cell lines used are indicated. ɑ–tubulin was used as the loading control.

**Figure 3:**
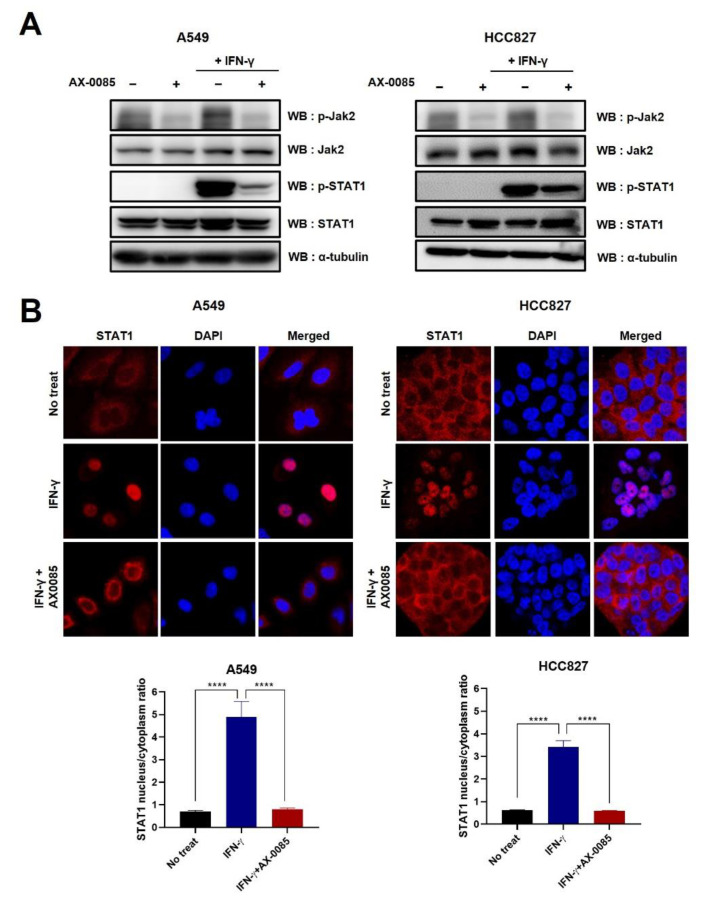
AX-0085 targets the JAK2-STAT1 signaling pathway. (**A**) Immunoblots showing inhibition of IFN-γ-induced phosphorylation of JAK2 and STAT1 by AX-0085. A549 cells and HCC827 cells were treated for 2 h with AX-0085 (0.5 μM) prior to treatment with IFN-γ 20 ng/mL for 1 h. Antibodies specific to phosphorylated forms of JAK2 (p-JAK2) and STAT1 (p-STAT1) and antibodies for the total JAK2 and STAT1 proteins were used. ɑ–tubulin was used as the loading control. (**B**) Immunocytochemical staining showing inhibition of IFN-γ-induced nuclear localization of STAT1 by AX-0085. DAPI counterstain visualizes nuclei. Graphs below show nucleocytoplasmic ratios of anti-STAT1 immunofluorescence. For each condition, 10 A549 cells and 16 HCC827 cells were examined. Statistical significance is indicated (**** *p*-value of <0.0001 from Student’s *t*-test).

**Figure 4:**
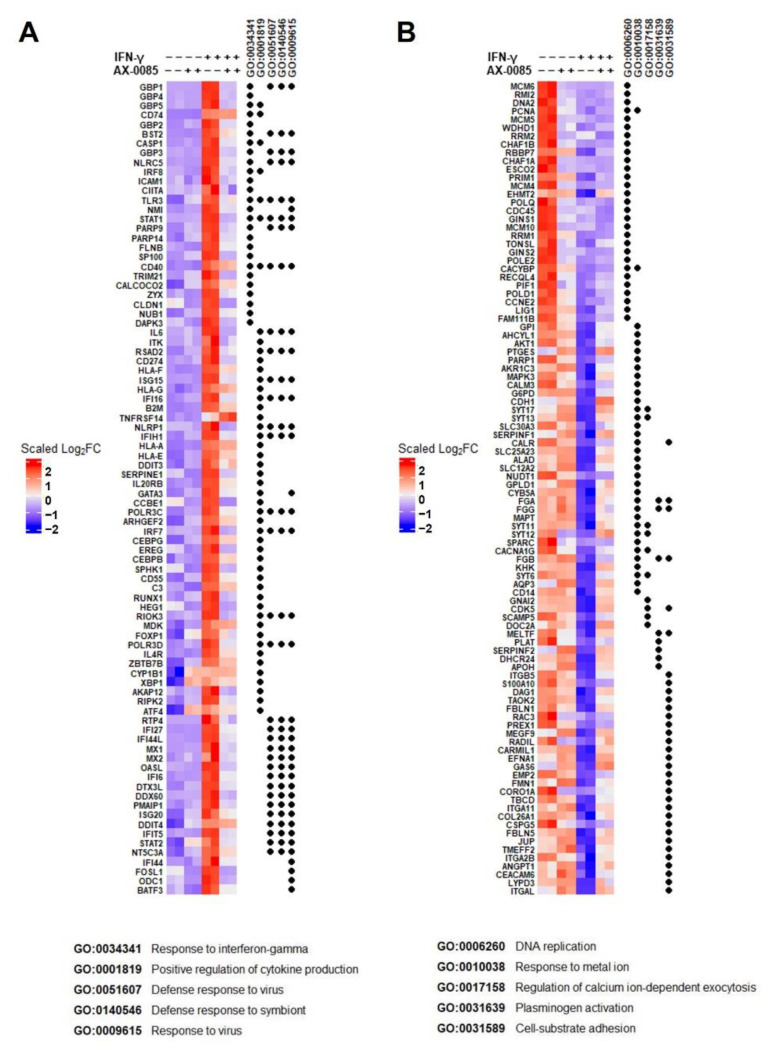
Transcriptomic analyses of IFN-γ signaling by AX-0085. Heat map representation of gene expression. Genes from the top 5 up-regulated (**A**) and down-regulated (**B**) GO term groups upon IFN-γ treatment are shown on the left in duplicates. The changes in their expression upon further treatment with AX-0085 are shown on the right. For GO IDs specified above, the groupings are indicated by black dots and terms are listed at the bottom (also listed in Supplementary Files S2 and S3).

**Figure 5:**
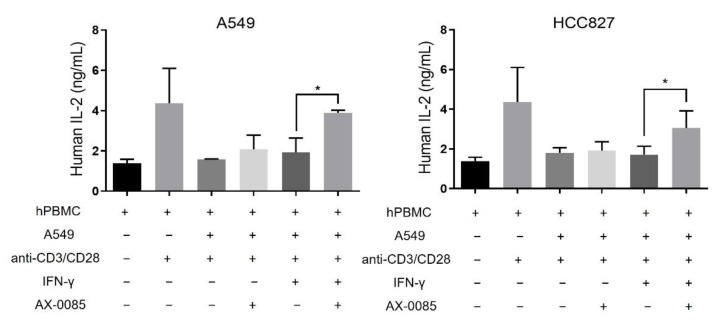
AX-0085 reverses IFN-γ-induced inhibition of T cell activation. Graphs show the results from ELISA assays for secreted IL-2 from PBMC. Treatment with anti-CD3/CD28 antibodies activates IL-2 secretion from PBMC. LUAD cells sequentially treated with IFN-γ and AX-0085 were mixed with activated PBMC, and IL-2 secretion was measured (see Materials and methods section). Reversion of inhibition of IL-2 secretion by LUAD cells or IFN-γ by AX-0085 is shown to be statistically significant. Data are mean ± SEM of three independent experiments (* *p*-value of <0.05 from Student’s *t*-test).

**Figure 6:**
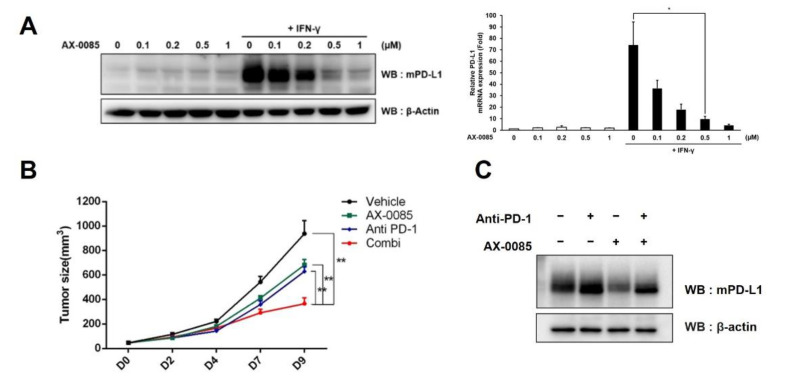
AX-0085 enhances efficacy of anti-PD-1 antibody in vivo. (**A**) Immunoblot showing the inhibition of IFN-γ-induced PD-L1 up-regulation by AX-0085 in a concentration-dependent manner in LLC cells. β–actin was used as the loading control. The concentration of AX-0085 is indicated. Graph shows results from the quantitative real time RT-PCR. Data are mean ± SEM of three independent experiments. Statistical significance is indicated (* *p*-value of <0.05, from Student’s *t*-test). (**B**) Graph showing growth of xenograft tumors (*n* = 5; ** *p*-value of <0.01 from unpaired two-tailed *t*-test). ‘Combi’ indicates combinatorial treatment of AX-0085 and anti-PD-1 antibody. (**C**) Immunoblot showing the inhibition of PD-L1 expression in tumors by AX-0085 with or without anti-PD-1 antibody. β–actin was used as the loading control.

## Data Availability

The RNAseq data have been deposited in the Gene Expression Omnibus (GEO) database [GEO: GSE185306].

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11010019/s1, File S1: Results from densitometric analyses; File S2: DEGs in up-regulated GO term groups; File S3: DEGs in down-regulated GO term groups.

How the deposited data were processed for this re-analysis (not part of the article)

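RNA of A549 cells was sequenced in 8 libraries, 2 for each of 4 groups: untreated, IFN-γ, AX-0085, and IFN-γ with AX-0085. The authors trimmed adapters with TrimGalore 0.6.7, mapped the reads to GRCh38 with STAR 2.7.9a, counted them per gene with featureCounts from Rsubread 2.6.4 and deposited the counts, which are whole numbers without normalization. All per-sample columns were used. Gene positions, gene types and overlaps were taken from the GENCODE 44 annotation of GRCh38, which lists 60463 gene identifiers, and identifiers were used as deposited. The annotation release used for the counting is not named in the paper's text, and the overlaps given are those of GENCODE 44.

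From the counts, genes were filtered with edgeR 4.0.16 (filterByExpr), scaled with TMM factors and tested with its quasi-likelihood test in R 4.3.3, with all 8 libraries in 1 model of the 4 groups without covariates. The 6 comparisons were IFN-γ against untreated, AX-0085 added to IFN-γ against IFN-γ, AX-0085 against untreated, both against AX-0085, both against untreated, and the interaction. Calls required a Benjamini-Hochberg-adjusted p under 0.05 and a log2 fold change over 1 in size. Gene lists were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, and the 24 set tests were adjusted together. Log2 values of single libraries used a prior count of 0.125. The percent of the IFN-γ change removed is the fall of the log2 change after addition of AX-0085, relative to the IFN-γ change against untreated cells.

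Total counts ranged from 20672828 to 29978251 per library. A group with at most 3 counts in every library was treated as lying at the smallest level the depth can show, and folds against it are given as lower bounds. The 2 libraries of a group were compared by a chi-square test over genes with at least 10 counts. The pairing of libraries across groups comes from the replicate numbers in the sample labels; the paper's text does not describe one.

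The ribosomal protein genes were taken from the annotation by gene name, and the list of ERK target genes was written after the data were seen. The other gene lists were written before the data were examined, as were the alternatives. The paper's Files S2 and S3, which come from the same counts, had been read by then, so that the lists are not independent of them. The alternatives were the DESeq2 1.42.0 Wald test, DESeq2's RLE size factors, scaling by library size alone, no filter beyond 1 count, a filter on at least 10 counts in every library, a fit of only the groups compared, the adjusted p alone, the replicate number as a block, leaving out each library in turn, and keeping apart the replicates of the IFN-γ change and of the AX-0085 change. Tests against a 2-fold change with DESeq2 and with edgeR's glmTreat, and a block with the untreated numbers swapped, were chosen after seeing the data.

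The genes named were set by a rule: CD274, JAK2, the reference genes of the paper's RT-PCR (ACTB, HPRT1 and RPL13A), IRF1 and GBP1, for each comparison the 3 largest changes in each direction among called genes with a mean log2 CPM of at least 2 and no overlap between groups, the gene with the largest IFN-γ change in each of the top 5 GO term groups, and any gene of Figure 4 called against the direction the paper states. Some of the genes that meet this rule are not reported here. LIG1, EHMT2 and the genes without counts were named after their values were seen.

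The procedure was tested on simulated counts for 11348 well-counted genes with 200 changed, as many up as down, and no effect of AX-0085 alone. The simulation therefore does not cover genes with few counts, an effect of AX-0085 alone, or a share changed as large as the 27.5% called with IFN-γ. edgeR called 100% of the changed genes in the planted direction and DESeq2 99.5%, the median log2 change of genes planted at 2 was 2.00, and the percent removed was 74.5 where 75 was planted. The GO enrichment was not recomputed, because the term annotation used by the authors is not analysed here, and the paper's own gene lists of the terms were used. The splits of samples into other groups were not tested, since 2 libraries per group allow too few.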

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

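Among the tests below, the counts of interactions at genes moving back and of those kept under every scaling, and the tests of the mitosis and ribosomal protein genes in the other pair of groups and against all other genes, and those of genes outside Files S2 and S3, were chosen only after the result was seen.

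The effect of AX-0085 differed with and without IFN-γ. The interaction of the treatments was called at 1826 genes in the higher and 974 in the lower direction (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). A difference in library size or composition was weighed, and 2155 were called higher and 746 lower with library size alone and 1726 and 1043 with RLE size factors. Of the 2800 called, 2472 were called in the same direction under every scaling. After regression on GC content, gene length, span and expression, 79.1% of the called interactions were still over 2-fold. Among all those called, 82.9% lay at genes that were called with IFN-γ and moved back toward the untreated level. This is consistent with an action of AX-0085 on the IFN-γ response, although both contrasts share the IFN-γ libraries and the pattern was found and tested on the same counts.

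CD274 was among these genes, with an interaction of -4.49 on the log2 scale (standard error 0.76, edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 0.0002951). Its counts in untreated cells were 3 and 5, so that a fall with AX-0085 alone could not have been seen, and 87.8% of its exon bases lie inside another annotated gene. No technical explanation of this single gene was tested apart from those above.

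AX-0085 alone lowered the mitosis genes, with a median log2 change of -1.48 and a fall in 53 of 53 genes. The paper's File S3 lists mitotic terms for this comparison, and 32 of the 53 genes are given there, from the same counts. The other 21 all fell, by a median of -1.24, which goes against a choice of known genes as the sole source. The weakest median under another scaling was -1.47, but the scalings moved the median of all genes by at most 0.0043, so that this check could not have shown an effect of library size or composition. Against all other tested genes, camera from limma gave a p-value of 2.188e-28 before and 5.251e-27 after Benjamini-Hochberg adjustment over 24 set tests, which goes against a shift of all genes. After regression on GC content, length, span and expression it was -1.36, and over the genes with no overlapping gene -1.51. A difference between cultures unrelated to AX-0085 was weighed in the other pair of groups, where addition of AX-0085 to IFN-γ gave -0.60 with a fall in 48 of 53 genes, 6 of them called, against 48 called with AX-0085 alone. The interaction was positive in all 53 genes, and the replication list did not fall detectably in that pair. The fall with AX-0085 was thus smaller in the presence of IFN-γ, which lowered the set by itself by a median of 0.54.

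Ribosomal protein genes rose with AX-0085 alone, with a median of 0.50 and a rise in 68 of 71 genes, and RPL13A, a reference gene of the paper's RT-PCR with 14.1% of its exon bases inside another gene, rose by 0.97. The weakest median under another scaling was 0.50, a check that could not have shown an effect of composition for the reason given above. Against all other tested genes, camera from limma gave a p-value of 9.612e-12 before and 2.097e-11 after Benjamini-Hochberg adjustment, which goes against a shift of all genes. After regression on GC content, length, span and expression it was 0.48, over genes with no overlapping gene 0.50, and with the counts of pseudogenes added 0.52. In the other pair of groups the median was 0.056, where IFN-γ alone had raised the set by a median of 0.36 with a rise in 58 of 71 genes (camera from limma, Benjamini-Hochberg-adjusted p = 3.188e-05) and RPL13A by 0.86, so that this pair starts from a raised level. The rise with AX-0085 alone cannot be told apart from a difference between cultures.

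IFN-γ raised the genes of the integrated stress response by a median of 1.77 with a rise in 32 of 32 genes. File S2 gives 8 of these genes for IFN-γ, from the same counts, and the other 24 all rose, by a median of 1.64. The weakest median under another scaling was 1.65, after regression on GC content, length, span and expression it was 1.60, and over genes with no overlapping gene 1.96. In the presence of AX-0085, IFN-γ gave 0.69, with a rise in 30 of 32 genes, which goes against a difference between the first pair of cultures alone. AX-0085 alone raised the list as well, by a median of 0.67 with a rise in 28 of 32 genes, 11 of them called (camera from limma, Benjamini-Hochberg-adjusted p = 5.374e-09), so that the rise is not specific to IFN-γ. Added to IFN-γ, AX-0085 gave a median of -0.38 with a fall in 27 of 32 genes (camera from limma, Benjamini-Hochberg-adjusted p = 4.962e-05). In that comparison 9 genes were called lower and 1 higher. IFN-γ treatment may raise a stress response in these cells, as a hypothesis from these counts.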

How the results depend on the processing

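The DESeq2 and glmTreat tests against a 2-fold change and the swapped block were chosen only after the result was seen.

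Of the values of the main comparisons under the alternatives, 250 stayed within their limits and 82 moved, and 0 reversed. Counts of called genes are compared below with 1547 higher and 2590 lower for IFN-γ, 2485 and 1248 for AX-0085 added to IFN-γ, 966 and 846 for AX-0085 alone, 269 and 261 for both against AX-0085, 1132 and 1090 for both against untreated, and 1826 and 974 for the interaction. With the adjusted p alone, these were 4838 and 5421, 5079 and 4940, 4018 and 4010, 2601 and 2627, 4234 and 4339, and 4025 and 3552. With DESeq2's test against a 2-fold change, they were 673 and 764, 720 and 487, 116 and 212, 42 and 8, 240 and 270, and 330 and 247. With glmTreat, they were 965 and 1483, 1349 and 722, 265 and 340, 62 and 18, 448 and 470, and 748 and 372. With at least 10 counts in every library, IFN-γ lowered 1716 genes, AX-0085 added to IFN-γ raised 1568, AX-0085 alone raised 520, both against AX-0085 gave 147 and 98, and both against untreated 684 and 701. With the DESeq2 Wald test, 135 genes were lower with both than with AX-0085. The cause was not tested. The other counts were within 1.5 times those above.

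The share of IFN-γ-raised genes called lower with AX-0085, 47.4%, had a replicate SD of 0.32. It was 47.8% with RLE size factors, 45.9% with library size alone, 47.0% without a filter, 44.1% with at least 10 counts in every library, 46.2% with only the groups compared, 47.8% with the replicate block, and 43.9% and 42.4% with the replicates kept apart. The share of IFN-γ-lowered genes called higher, 59.5%, was 57.5% with the DESeq2 Wald test, 61.3% with library size alone, 56.7% without a filter, 55.9% with at least 10 counts, 57.2% with only the groups compared and 57.1% with the IFN-γ change from replicate 1. The median percent removed went from 62.0% to 60.1% for Figure 4A with the IFN-γ change from replicate 2. For Figure 4B outside DNA replication it went from 81.3% to 76.1% with at least 10 counts, and to 88.7% and 72.7% with the replicates kept apart. For DNA replication it went from 10.2% to 16.6% with library size alone and to 13.1% with at least 10 counts. The correlation across genes went from -0.764 to -0.637 without a filter, and to -0.632 and -0.643 with the replicates kept apart, where genes are not independent replicates. The cause was not tested. Scaling by library size alone moved the median of all genes from -0.06 to -0.18 with IFN-γ, from 0.03 to 0.16 upon addition of AX-0085 and from 0.05 to 0.17 for the interaction, and changes under it are relative to those shifts.

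With each library left out in turn, which gives log2 changes and no calls, the median removed lay from 59.4% to 62.3% for Figure 4A, from 80.3% to 83.5% for Figure 4B and from 10.1% to 12.5% for DNA replication across the 8 fits. CD274 lay from 4.89 to 5.89 with IFN-γ and from -3.84 to -3.60 upon addition of AX-0085, and the correlation from -0.804 to -0.739. The IFN-γ response list lay from -2.67 to -2.54 upon addition of AX-0085, mitosis from -1.51 to -1.43 and replication from -1.22 to -1.17 with AX-0085 alone, replication from -1.34 to -1.17 with IFN-γ, and the stress response from 1.76 to 1.83.

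Among single genes, 1231 values kept their direction and side of the threshold or stayed within the replicate spread, 106 moved, 4 became stronger, 3 weaker and 6 reversed. The reversed ones were ACTB with IFN-γ (-0.063 with library size alone), HPRT1 in the interaction (0.037 with library size alone), RPL13A with both against AX-0085 (-0.0097 with at least 10 counts, and from -0.067 to 0.072 with each library left out), and CD274 with AX-0085 alone (from -0.28 to 1.34, with -0.28 without AX-0085 replicate 2). None of these was past the threshold with all libraries, and the cause was not tested. CD274, GBP1, CD14, IL6, ITGAL, KRT4, RAB26, SPDEF, TNFRSF14 and TXNIP are among the named genes that have no value with at least 10 counts in every library. The list tests were not run with DESeq2, and the interaction needs all 4 groups. CD274 had 10 counts or fewer in each untreated and AX-0085-treated library.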

Differences from the paper's values

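The counts of called genes differ from the paper's. The paper's supplementary gene lists hold the GO-annotated genes it calls, and they are set beside the protein-coding genes called here. For IFN-γ against untreated, 1269 were higher and 2001 lower against the paper's 568 and 702. For AX-0085 added to IFN-γ, 1807 were higher and 1050 lower against the paper's 654 and 400. For AX-0085 alone, 656 were higher and 712 lower against the paper's 108 and 180. For both against AX-0085, 218 were higher and 211 lower against the paper's 38 and 7. None of the alternatives set before the data were examined (the DESeq2 Wald test, RLE size factors, library size alone, no filter, at least 10 counts in every library, only the groups compared, the replicate block, the adjusted p alone) closed any of these gaps. DESeq2's test against a 2-fold change, chosen after seeing the values, gave 622 and 700, 634 and 459, 104 and 208, and 38 and 7, and closed all of them. The glmTreat test, also chosen after seeing the values, closed only the gap of the genes higher with both than with AX-0085, with 57.

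PD-L1 mRNA in A549 cells was 39.8-fold higher with IFN-γ than in untreated cells, against about 11 in the paper (Fig. 2B, read by eye), and 3.00-fold higher with both treatments, against about 1.1 in the paper (Fig. 2B, read by eye). The paper's values come from RT-PCR. None of the alternatives set before the data were examined that gave a value closed either gap.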

Other observations

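Among the tests below, those of whole spans, shared exons and strand for genes without counts, of a general shift and of the other pair of groups for the ERK target genes, and of HLA genes and slow decay were chosen only after the result was seen.

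Protein-coding genes that lie wholly inside other annotated genes had almost no counts. Of 2000 such genes, 1906 (95.3%) had 0 counts in all 8 libraries, against 11.4% of the other 17942. They include IRF1, TAP1, TAP2, CXCL10, CXCL11 and SOCS1, and CXCL9 and IDO1, with 74.9% and 94.3% of their spans inside other genes, had 0 counts as well; these genes were named after their values were seen. Discarding only reads in shared exons would spare genes that share no exon base, and 98.8% of these had 0 counts. Discarding only reads shared on the same strand would spare genes covered only on the other strand, and 97.6% of these had 0 counts. Lack of expression in A549 cells was weighed with ribosomal protein genes, and 100% of the wholly covered ones had 0 counts, against 1.33% of the others. The explanation left is that reads were counted over whole gene spans on either strand and discarded where spans overlap, which is consistent with the 98.8% above. No biological explanation is given by the design.

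FOSL1 fell by 5.47 upon addition of AX-0085. After FOSL1, EPHA2 and ETV5 had been seen, a list of ERK target genes without them was written, of which 7 were tested. With AX-0085 alone its median was -0.66, with a fall in 6 of 7 genes. Against all other expressed genes, camera from limma gave a p-value of 0.00701 before and 0.00885 after Benjamini-Hochberg adjustment over 24 set tests, which goes against a general shift of expressed genes. The weakest median under another scaling was -0.66, where the scalings moved the median of all genes too little for this check to show an effect of composition. After regression on GC content, length, span and expression it was -0.55. In the other pair of groups it was -1.57, with a fall in 6 of 7 genes. IFN-γ alone had raised the list by a median of 1.15 with a rise in 6 of 7 genes (camera from limma, Benjamini-Hochberg-adjusted p = 0.02187), so that this pair starts from a raised level. Only 2 genes overlap no other gene, too few to test an effect of reads shared with overlapping genes, and their median of -0.76 was no weaker than that of the list.

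Of the 86 genes of Figure 4A, 31 kept more than 50% of the IFN-γ change after addition of AX-0085. Of these, 27 are not HLA genes and 15 overlap no other gene, which goes against reads shared among HLA genes or with overlapping genes as the sole source. Slow decay of transcripts made before AX-0085 was added could not be tested for the 31 with 1 time point. It does not account for TNFRSF14, which is among them and rose upon addition of AX-0085, and 7 of the 31 were called higher with AX-0085 alone.

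The other reference genes of the paper's RT-PCR changed with AX-0085 alone as well. ACTB fell by 0.73 and HPRT1 fell by 0.67 on the log2 scale (edgeR quasi-likelihood test, Benjamini-Hochberg-adjusted p = 4.511e-06 and 3.595e-06).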
